A study of Mus musculus with 20 samples. Its data were reported in "Adverse Maternal Environments Perturb Hepatic DNA Methylome and Transcriptome Prior to the Adult-Onset Non-Alcoholic Fatty Liver Disease in Mouse Offspring" (2023).

How the data were processed

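Gene counts and exon counts from liver RNA of 20 male mouse offspring were taken as the authors deposited them. Per the labels, the authors trimmed reads (paired-end per the paper) with Trimmomatic after FastQC, aligned them to mm10 with STAR and counted reads per gene and per exon with featureCounts, so the count values are whole reads that were not normalised. The deposited RPKM values were made by the authors from the same counts, and the library total implied by each gene RPKM column was 1.00 times the count total of that library, so RPKM served only as a check. The labels give no tool versions and no annotation for these counts. The deposited table held 43346 genes and 426028 exons. Symbols were taken from the gene table. Of these, 59 were shared by 127 genes, which were told apart by identifier. Gene spans run from the first to the last exon of the deposited exon table, and strand was taken for 42376 of 43219 spans by matching the identifier to GENCODE M21.

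Library totals ran from 20341012 to 36935210 counts, and intervals and floors built on counts cover counting error only. Libraries were grouped by treatment and age as the labels give them, 5 per group. Comparisons were AME versus Con at d21 and at d0, d21 versus d0 in Con and in AME, and the difference of the AME effect between the ages. The paper's methods name no tool for differential expression and give p < 0.05 for all statistical tests. A figure legend of the paper uses a false discovery rate of 0.05 and an absolute log2 fold change of 1, so counts are given with and without the fold change threshold.

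Each comparison between groups of 5 used the 10 libraries concerned, and the difference between ages used all 20. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), scaled by the trimmed mean of M-values and tested with the two-sided quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. The SE of a log2 fold change is its size divided by the square root of F. CPM use the scaled library totals of the comparison. Where a group had no count of a gene, the fold was computed against 3 counts over the group. Coverage toward 3' ends came from exon counts of genes with several exons.

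In total 35 lists with 448 genes were written by hand, of which 445 genes matched by symbol, 2 by identifier and 1 not at all. Lists with at least 3 genes tested were compared with all other genes by camera (limma 3.58.1, two-sided) at a preset correlation of 0.01 between genes, and again with the correlation estimated per list, with adjustment over the lists. The count of list members is given over all genes and adjusted over the list alone. A further two-sided test, fry, asks whether a list's genes move one way.

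Named genes followed a rule. Genes the study named were reported in every AME comparison. Among genes with an adjusted p below 0.05, a mean log2 CPM of at least 1 and every library of one group above every library of the other, the 12 largest fold changes per direction were named for AME versus Con and the 8 largest for the ages. Where fewer than 5 qualified, the 5 smallest p-values were named, and 8 were named for the difference between ages. From each list, up to 4 members with the largest changes were named, or the member with the smallest p-value. Clone-type symbols were counted but not named unless so chosen. Ebp, Cyp2c37 and other members given to show a range lie outside the rule and were chosen after their values were seen.

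Alternatives were median-ratio (RLE) size factors, no filter on low counts, DESeq2 1.42.0, limma-voom, the replicate number as a block, all 20 libraries in 1 fit, scaling without haemoglobin and mitochondrial genes, and leaving out each library in turn. The design, the lists, the naming rule and these alternatives were chosen before the data were examined. Fits that left out several d0 libraries or took the ratio of 3' to 5' coverage as a covariate were added after seeing the data.

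The code was tested on simulated counts drawn from the means and totals of each comparison, with 200 genes changed. At d21, edgeR recovered 46%, 90%, 98% and 98% of genes changed by 0.5, 1, 2 and 4 on the log2 scale (14456 genes), and at d0 14%, 68%, 96% and 94% (15598 genes). For the ages it recovered 64% of changes of 1 in Con (15201 genes) and 92% in AME (15346 genes), and for the difference between ages 56% (15901 genes). Among 30 lists of 20 genes in each simulation, the list shifted by -0.5 was called with both correlations, and none of the others was. Genes were drawn independently of each other, so this does not test the preset correlation. Exact permutations were run in R. Preparation of the counts and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.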

Results

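Liver RNA from male mouse offspring was sequenced in 20 libraries, 5 in each of 4 groups. The groups were control (Con) offspring and offspring of an adverse maternal environment (AME), each taken at birth (d0) and at weaning (d21). AME combined a maternal Western diet with maternal stress late in gestation. Per the paper, the diet ran from 5 weeks before mating through lactation. Offspring at d21 had thus been exposed through the dam after birth as well, so age cannot be told apart from length of exposure. The d0 offspring came by C-section, and the d21 offspring were killed after a 5 h fast. Total gene counts per library ran from 20341012 in AME d0 replicate 3 to 36935210 in Con d0 replicate 5. The first principal component of all libraries separated the ages and carried 84.8% of the variance, and the second carried 5.17%. Within d21, the first component carried 26.8%, with Con libraries from 9.62 to 23.9 and AME libraries from -22.6 to -11.0. Within d0, it carried 60.1% and did not separate Con from AME: Con d0 replicate 4 lay at 95.3, Con d0 replicate 3 at 29.5, and each of the other libraries at 3.35 or below. Those d0 libraries also had more coverage toward the 3' ends of genes. The median log2 ratio of 3' to 5' exon coverage over 6389 genes was 1.70 in Con d0 replicate 4, 0.977 in Con d0 replicate 3 and 0.754 in AME d0 replicate 4, against 0.286 to 0.570 in the other libraries. Mitochondrial transcripts took 0.174%, 0.681% and 0.914% of their counts, against 1.35% to 2.29% in the other d0 libraries and 4.19% to 5.46% at d21. Transcripts of exocrine pancreas (Ctrb1 at 135, 123 and 104 CPM, counts scaled to the library total) were present in Con d0 replicates 2, 3 and 5, and Ctrb1 reached 78.4 CPM in AME d0 replicate 5. The labels give replicate numbers only, so the p-values below measure the spread between these libraries, while the methods of the study describe as many litters as libraries in each group.

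**Figure D1:**
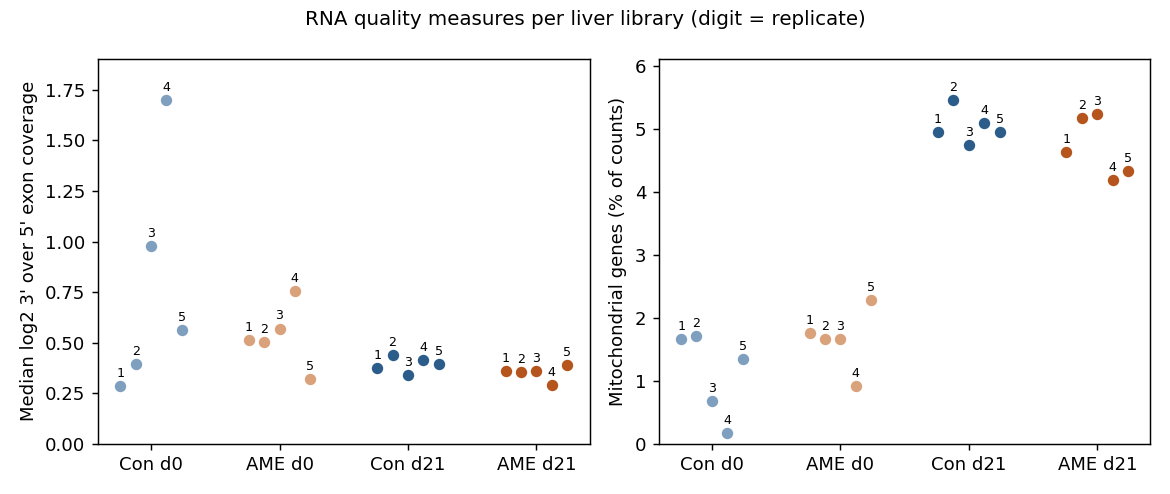
Each digit is 1 library, named by its replicate number, with the median log2 ratio of 3' to 5' exon coverage on the left and the percentage of counts from mitochondrial transcripts on the right, by group. Con d0 replicate 4 has the highest ratio (1.70) and the lowest mitochondrial share (0.174%).

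The first comparison asked whether the livers of AME pups differed from those of Con pups at weaning. They did: genes of sterol and fatty acid synthesis were lower in AME livers, and several CYP2 epoxygenase genes were higher. Of 14550 genes tested with edgeR's two-sided quasi-likelihood test, 645 had a Benjamini-Hochberg adjusted p below 0.05, 284 of them higher and 361 lower in AME (n = 5 per group). Of these, 114 changed by more than 1 on the log2 scale, 30 upward and 84 downward. In 505 of the 645, every library of one group lay above every library of the other. The 645 were chosen by p-values from the same libraries, so this separation is no further evidence. Over all genes tested, 855 (5.88%) were separated, against 0.794% by chance. All genes named next, up to Pdzk1ip1, were separated in this way. The largest rise was in Cyp2c54 (ENSMUSG00000067225, mm10 chromosome 19, 40037941 to 40073811, minus strand), from 12.3 ± 6.37 to 117 ± 34.1 CPM (mean ± SD), a log2 fold change of 3.25 (SE 0.326, adjusted p = 8.78e-05). Next among the separated protein-coding genes with a mean log2 CPM of at least 1 came the lectin gene Clec2h (2.38, adjusted p = 0.000275), Adam11 (chromosome 11, 102761439 to 102780262, plus strand; 2.33, adjusted p = 4.31e-05) and Cyp2c50 (1.55, adjusted p = 0.000153). Ces3a, Car3, Chka and Cyp2c44 rose by 1.38, 1.36, 1.14 and 1.13. Ces1g, which the study named, rose from 84.1 ± 6.82 to 190 ± 20.97 CPM (log2 fold change 1.18, SE 0.0850, adjusted p = 1.52e-05). The largest fall was in Chrna4 (chromosome 2, 181018380 to 181043546, minus strand), from 42.2 ± 26.0 to 3.36 ± 1.45 CPM (log2 fold change -3.63, SE 0.400, adjusted p = 0.000181). Sqle (chromosome 15, 59315077 to 59331192, plus strand) went from 49.9 ± 12.8 to 4.75 ± 3.52 CPM (log2 fold change -3.39, SE 0.374, adjusted p = 0.000185). G6pdx, Idi1 and Fdps each had a log2 fold change of -2.52, Acss2 -2.36, Akr1c18 -2.30, Nsdhl and Elovl6 -2.29, Mvd -2.24, and Cyp51 and Pdzk1ip1 -2.18. The rise of the antisense transcript Dio3os (log2 fold change 1.42, adjusted p = 0.00376) cannot be told from its sense partner, because the library kit does not mark strand. Reads of the Cyp2c and Ces families can be shared between near-identical copies, which makes the values of single members uncertain. The count of 645 fell to 411 without Con d21 replicate 3, to 344 without Con d21 replicate 5 and to 386 without AME d21 replicate 2, whereas DESeq2 called 1075 genes. A fit over all 20 libraries called 356 and a fit with the replicate number as a block 400, of which 31.5% and 35.5% were higher in AME, against 44.0% of the 645.

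**Figure D2:**
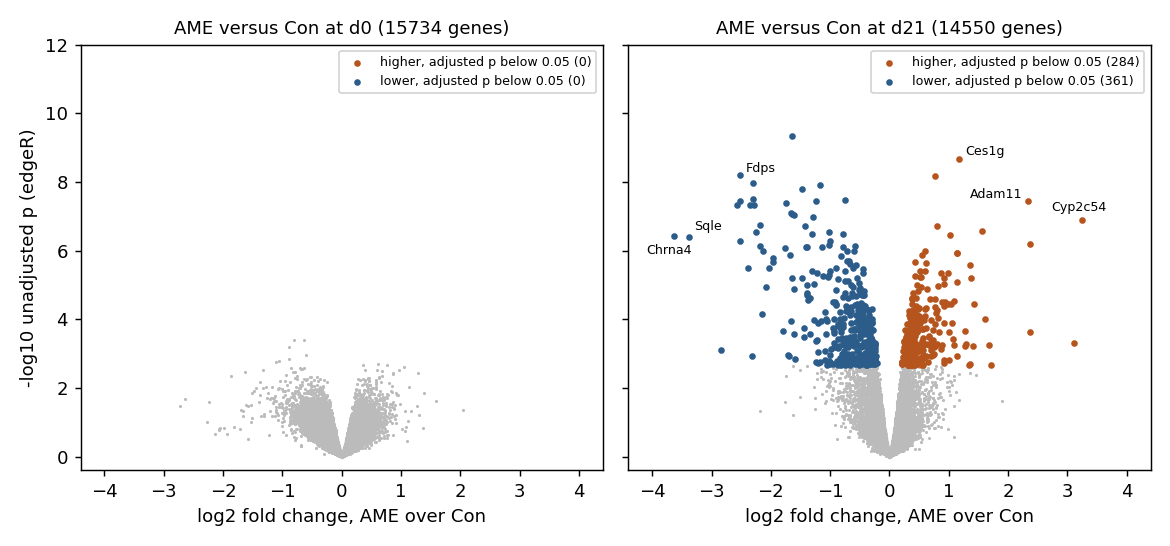
Each point is 1 gene, with the log2 fold change of AME over Con on the horizontal axis and the negative log10 of the edgeR p-value on the vertical axis, at d0 (15734 genes) and at d21 (14550 genes). Coloured points passed an adjusted p of 0.05: none at d0, and 284 higher and 361 lower at d21.

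Sterol synthesis was lower as a whole at weaning. All 20 genes of the cholesterol biosynthesis list were lower in AME, all with an adjusted p below 0.05, from Sqle at -3.39 to Ebp at -0.38 on the log2 scale, with a median of -1.42 (also 20 adjusted over the list alone). Besides Sqle, Idi1 and Fdps (chromosome 3, 89093592 to 89101967, minus strand; 242 ± 60.5 to 42.1 ± 11.3 CPM) were among its largest falls. Of 10 genes of sterol uptake and SREBP-2 regulation, 8 were lower (8 adjusted over the list alone), with a median of -0.70, among them Stard4 (-0.90, adjusted p = 0.00401) and Insig1 (-0.86). Of 25 genes of fatty acid and triglyceride synthesis, 17 were lower and 1 was higher (18 and 1 adjusted over the list alone), with a median of -0.87. Elovl6 (chromosome 3, 129532386 to 129638495, plus strand), Thrsp (-1.97) and Pnpla3 (-1.96) had large falls, and Scd1 fell by 1.16 on the log2 scale. Among the genes the study named, Fasn went from 486 ± 141 to 155 ± 20.4 CPM (log2 fold change -1.65, SE 0.160, adjusted p = 6.98e-05) and Acaca fell by 1.14 on the log2 scale. Lpin1 fell by 1.79 on that scale (SE 0.359, adjusted p = 0.0119), although Con d21 replicate 3, at 47.6 CPM, lay within the AME range of 36.9 to 64.6 CPM. Camera's two-sided test over 33 lists gave an adjusted p of 1.23e-98 for cholesterol biosynthesis, 8.25e-40 for fatty acid and triglyceride synthesis and 5.91e-16 for sterol uptake. With an estimated correlation between genes these became adjusted p = 0.00428, 0.00428 and 0.0280. The cholesterol and fatty acid lists follow processes the study reported on these same samples, so their counts are not independent evidence.

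Several CYP2 epoxygenase genes were higher in AME, and other lists of liver metabolism were less clear. Of 18 genes on the list of CYP2 epoxygenases, 6 were higher and none lower in AME (10 higher and 1 lower adjusted over the list alone), with a median of 0.39. Cyp2c54, Cyp2c50, Cyp2c44 and Cyp2c37 (0.92) led them, and camera gave an adjusted p of 1.43e-08, or adjusted p = 0.0415 with an estimated correlation. This list, too, follows a process the study reported on these samples, so its count is not independent evidence. Of 17 genes of bile acid synthesis and transport, 5 were higher and 1 was lower (7 and 1 adjusted over the list alone). Its largest rise, Slco1a1 (3.10, adjusted p = 0.0211), was second to Cyp2c54 among all called risers, but its groups overlapped, as did those of Nr0b2 (1.41, adjusted p = 0.0230), Cyp7b1 (0.75, 0.0232) and Hsd3b7 (0.42, 0.0489). All 4 lost their calls without Con d21 replicate 4 (adjusted p = 0.0524, 0.0568, 0.0524 and 0.0934), which left 1 riser. Risers numbered 3 without Con d21 replicates 1 or 3 or AME d21 replicates 2, 3 or 5, and 2 without Con d21 replicate 5 or AME d21 replicate 4. The 1 faller was kept only without Con d21 replicate 3 or AME d21 replicate 2. That list passed with the preset correlation (median 0.20, adjusted p = 0.00283) and not otherwise (adjusted p = 0.207 with an estimated correlation). Mature hepatocyte genes such as Cyp1a2 (0.94, adjusted p = 0.00352) and Ces3a were higher in 4 of 15 and lower in 1 (5 and 1 adjusted over the list alone), or in 0 without AME d21 replicate 2. Their median was 0.22 with an adjusted p of 0.00513, and adjusted p = 0.288 with an estimated correlation. Targets of the nuclear receptors CAR and PXR held 3 risers, among them Ces2a (0.61) and Ephx1 (0.57), and 1 faller, Alas1 (-1.35), of 19 (6 and 3 adjusted over the list alone), with 2 fallers without Con d21 replicate 1 and 3 without AME d21 replicate 3. They did not pass as a list (median 0.13, adjusted p = 0.131), but did without AME d21 replicate 4 (adjusted p = 0.0490) and without AME d21 replicate 5 (adjusted p = 0.0341). Male-biased liver genes had a median of 0.75 with 2 of 9 called (3 adjusted over the list alone), an adjusted p of 0.00123, and adjusted p = 0.0633 with an estimated correlation. None of them was called without Con d21 replicates 1 or 4, and 1 was without Con d21 replicates 3 or 5 or AME d21 replicates 2, 3 or 4. Of the female-biased genes, 1 was higher and 1 lower of 11 (median -0.23, adjusted p = 0.153), the lower one being Cyp2a4, from 176 to 52.1 CPM (log2 fold change -1.75, adjusted p = 0.000287). The higher one lost its call without each library in turn except AME d21 replicate 3, without which 2 were higher.

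Of the proliferation and fetal genes, few passed at d21. All 19 cell cycle genes had negative log2 fold changes (median -0.45), but 3 passed over all genes (16 adjusted over the list alone), and the list passed with the preset correlation only (adjusted p = 4.71e-11, against adjusted p = 0.288 with an estimated correlation). The 3, Mcm2 (-0.61), Ccnb2 (-0.56) and Ccna2 (-0.52), all lost their calls without Con d21 replicate 3 (adjusted p = 0.0558, 0.0916 and 0.0794) and without Con d21 replicate 5 (0.0635, 0.0548 and 0.0588). The count was 1 without Con d21 replicate 1 or AME d21 replicates 2, 3 or 4, and 6 without AME d21 replicate 5. Ccnb2 kept its call in 1 of 10 such fits. Of 9 fetal hepatocyte genes 3 were lower (3 lower and 1 higher adjusted over the list alone), with a median of -0.20, an adjusted p of 0.00699, and adjusted p = 0.288 with an estimated correlation. The count was 1 without Con d21 replicates 1 or 5 or AME d21 replicates 2 or 3. Gpc3 (chromosome X, 52272426 to 52613950, minus strand) went from 64.4 ± 9.09 to 26.2 ± 4.87 CPM (log2 fold change -1.30, SE 0.128, adjusted p = 7.63e-05), whereas Afp (-0.46, adjusted p = 0.472) and Igf2 (0.87, adjusted p = 0.164) did not pass. The interferon list was higher (median 0.22, adjusted p = 0.000159, and adjusted p = 0.353 with an estimated correlation), with 2 of 14 genes called (5 adjusted over the list alone), of which Ifit1 rose by 0.79 (adjusted p = 0.00493). The other, Rsad2 (0.62, adjusted p = 0.0220), lost its call without Con d21 replicates 3 (0.0542) or 5 (0.0635) or AME d21 replicates 2 (0.0516) or 3 (0.0525), and 4 were called without AME d21 replicate 4. Gluconeogenesis genes had a median of -0.26 with 2 of 13 lower (3 adjusted over the list alone), an adjusted p of 0.00217, and adjusted p = 0.353 with an estimated correlation. One of these, Fbp1 (-0.35, adjusted p = 0.0434), lost its call in 8 of 10 fits that left out 1 library, namely all but those without AME d21 replicates 3 or 5 (adjusted p from 0.0639 to 0.0868). Immediate early genes had a median of 0.37 with 1 of 9 higher and 1, Ier3 (-1.07), lower (5 and 1 adjusted over the list alone), an adjusted p of 0.00852, and adjusted p = 0.277 with an estimated correlation. Without Con d21 replicates 1 or 4, 3 of them were higher. The study named Il1b and Elovl3 as higher in AME and also checked both by real-time RT-PCR. Here Il1b (1.18, adjusted p = 0.0690) and Elovl3 (1.03, adjusted p = 0.0915) did not pass with edgeR. Both did with DESeq2 (adjusted p = 0.0102 and 0.0317). With edgeR, Il1b passed without AME d21 replicate 1 (adjusted p = 0.0235) and without the filter on low counts (adjusted p = 0.0349). The genes the study named, 6 in all, held 1 riser and 3 fallers (3 and 3 adjusted over the list alone, which is not independent evidence). Marker lists of macrophages (median 0.05, adjusted p = 0.858), endothelial cells (-0.08, adjusted p = 0.382), stellate cells (0.07, adjusted p = 0.269) and cholangiocytes (0.09, adjusted p = 0.626) held no called gene and did not pass, although 1 stellate gene was called without Con d21 replicate 2. Genes of fatty acid oxidation (-0.05, adjusted p = 0.153), LXR targets (0.19, 0.153), and erythroid (0.02, 0.269) and neutrophil markers (0.08, 0.490) did not pass either, but did without AME d21 replicate 4 (adjusted p = 6.62e-06, 0.0464, 0.00283 and 0.0464). Lymphocyte markers had a median of -0.31 and just missed (adjusted p = 0.0565), passing without Con d21 replicate 1 (0.0398), Con d21 replicate 4 (0.0352) or AME d21 replicate 4 (0.0206).

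**Figure D3:**
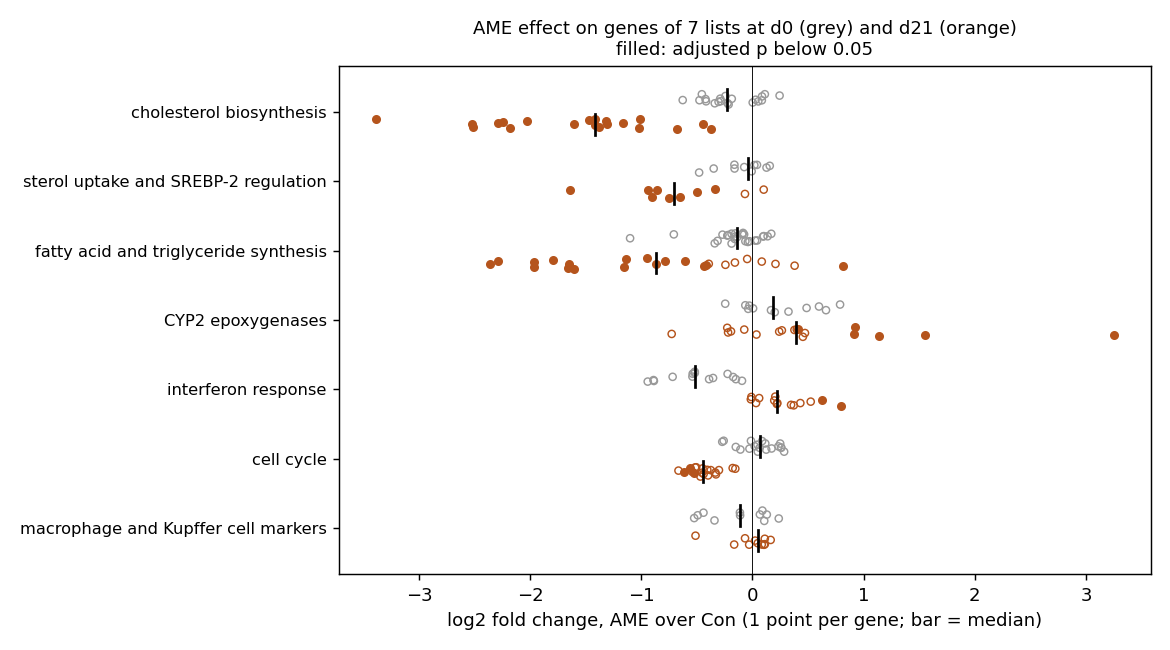
Each point is 1 gene, with its log2 fold change of AME over Con on the horizontal axis at d0 (grey) and d21 (orange) for 7 gene lists, filled where the adjusted p was below 0.05 and with a bar at each median. Cholesterol biosynthesis has a median of -1.42 at d21 and -0.23 at d0.

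**Figure D4:**
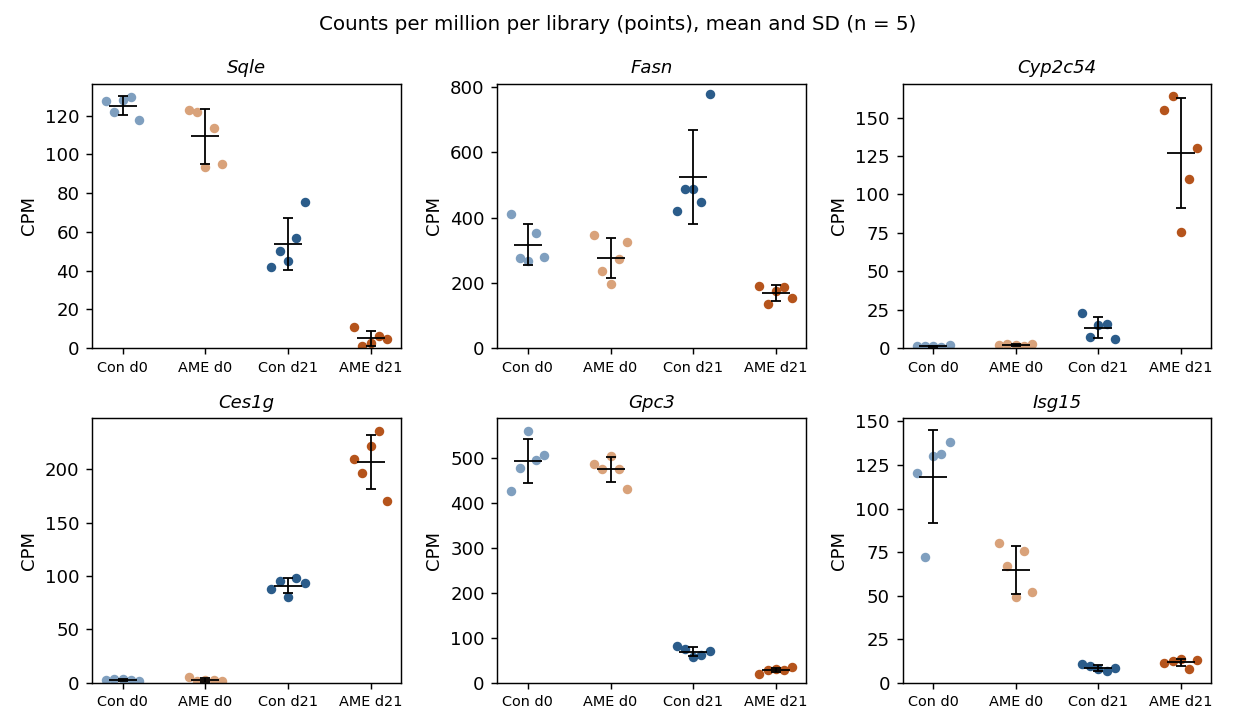
CPM of 6 genes in each library, scaled over all 20 libraries and so slightly different from the values of each comparison, with the mean ± SD of each group (n = 5). Sqle averages 53.9 in Con and 5.16 in AME at d21, against 125 and 109 at d0.

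The same comparison at birth asked whether the livers already differed before suckling, and no single gene was called. None of the 15734 genes tested passed with edgeR, DESeq2 or limma-voom, where the smallest adjusted p was 0.544, 0.0884 and 0.545. At an unadjusted p below 0.05, edgeR counted 996 genes (6.33%), DESeq2 1319 and limma-voom 953. That count depended on single libraries: it was 2065, 2506 and 471 without Con d0 replicates 1, 2 and 3, and 606, 472, 525 and 565 without AME d0 replicates 1, 2, 3 and 5, and 604 with Con d0 replicates 3 and 4 both left out. It was 2715 in a fit over all 20 libraries, 2217 with the replicate number as a block, 1909 with 3' coverage as a covariate (where 1 gene passed) and 1519 with no filter on low counts. Of the lipid genes that were lower at weaning, Fasn changed by -0.23 at birth (adjusted p = 0.567), Acaca by -0.19 (0.552), Lpin1 by 0.17 (0.625) and Thrsp by -1.10 (SE 0.272, adjusted p = 0.544). Of the genes that were higher or named as higher, Ces1g stood at -0.01 (0.986), Il1b at 0.89 (0.544) and Cyp2c54 at 0.79 (0.544). None of these was called. Isg15 (129 ± 28.6 in Con and 69.8 ± 14.8 CPM in AME, log2 fold change -0.89), Ifit3 (-0.89), Acot1 (-0.80), Msln (-0.61) and 9530082P21Rik (-0.64) had the smallest p-values, and all stood at an adjusted p of 0.544. As lists, 8 of 35 passed with the preset correlation and none with an estimated correlation (adjusted p = 0.689 for each of the 8). Others passed with the preset correlation when 1 library was left out: skeletal muscle markers without Con d0 replicates 3 or 5 (adjusted p = 0.0259 each), glucocorticoid genes without Con d0 replicate 4 (0.0101) or AME d0 replicate 3 (0.0277), megakaryocyte markers without Con d0 replicate 4 (0.0216), neutrophil markers without AME d0 replicate 2 (0.0332) and cell cycle genes without AME d0 replicate 5 (0.0141). Interferon genes were lower in AME in 14 of 14 (median -0.52, adjusted p = 2.71e-08, or adjusted p = 0.689 with an estimated correlation), with none called over all genes and 7 adjusted over the list alone. Lymphocyte markers were lower in 11 of 11 (median -0.34, adjusted p = 0.000419) and exocrine pancreas markers in 9 of 9 (median -1.99, adjusted p = 0.00337), again with adjusted p = 0.689 with an estimated correlation. The pancreas call was lost without Con d0 replicate 2 (adjusted p = 0.0947). The other 5 were fatty acid oxidation (-0.20, adjusted p = 0.00721), acute phase (-0.31, 0.0101), cholesterol biosynthesis (-0.23, 0.0104), fatty acid and triglyceride synthesis (-0.14, 0.0225) and CYP2 epoxygenases (0.18, 0.0409), each at adjusted p = 0.689 with an estimated correlation. Each of these depended on single libraries: oxidation on Con d0 replicate 2 (0.0746 without it) and AME d0 replicate 2 (0.0523), acute phase on Con d0 replicate 5 (0.125), and cholesterol on Con d0 replicate 1 (0.118) and AME d0 replicate 3 (0.134). Fatty acid synthesis depended on Con d0 replicates 1 (0.440) and 2 (0.0848) and AME d0 replicates 2 (0.0523) and 3 (0.134), and CYP2 on Con d0 replicates 1 (0.108), 2 (0.0947) and 4 (0.0565) and AME d0 replicates 2 (0.101) and 3 (0.0936). The biological coefficient of variation was 21.7% at d0 and 12.4% at d21. Its square, the common dispersion, was 0.0472 at d0 and 0.0153 at d21. The d0 value rested largely on Con d0 replicate 4, without which it was 0.0216. In a fit chosen after the results were seen, without Con d0 replicates 3 and 4, it was 0.0157. In simulated data with the spread of all d0 libraries, edgeR recovered 68% of genes changed by 1 on the log2 scale. Of those changed by 0.5 it recovered 14%, against 90% and 46% at d21.

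Whether the AME effect itself differed between the ages was tested as an interaction over all 20 libraries. It did for many sterol and lipid genes, whose AME effect was more negative at weaning than at birth. Of 16281 genes, 95 passed, 24 with a more positive and 71 with a more negative AME effect at d21. Nsdhl (chromosome X, 72918557 to 72958514, plus strand) averaged 87.5 CPM in Con and 17.8 in AME at d21, against 61.1 and 63.6 at d0 (log2 difference -2.35, SE 0.261, adjusted p = 0.000102). Rdh11 (-1.79, adjusted p = 0.000102), Elovl6 (-2.34, 0.000332), G6pdx (-2.47, 0.000383), Acss2 (-2.20, 0.000692), Dhcr7 (-1.43, 0.000692) and Acacb (-1.50, 0.000692) followed. Sqle (-3.18), Idi1 (-2.78), Fdps (-2.05), Pnpla3 (-1.79) and Fasn (-1.43, adjusted p = 0.00846) also passed. Adam11 went the other way (2.47, SE 0.293, adjusted p = 0.000222), with 14.7 CPM in AME and 2.93 in Con at d21, and less than 1 CPM in both groups at d0 (0.825 and 0.923). Gpc3 differed by -1.23 (adjusted p = 0.000692), with 496 CPM in Con and 472 in AME at d0. In the cholesterol list, 12 of 20 genes had a more negative AME effect at d21 (19 adjusted over the list alone). Its median was -1.47, with an adjusted p of 3.76e-46, and adjusted p = 0.00261 with an estimated correlation. In the fatty acid and triglyceride list, 11 of 25 had a more negative effect (13 more negative and 1 more positive adjusted over the list alone). Its median was -0.87, with an adjusted p of 5.54e-17, and adjusted p = 0.01 with an estimated correlation. The 11 fell to 6 without Con d21 replicates 4 or 5, AME d21 replicate 2, Con d0 replicate 5 or AME d0 replicates 1, 4 or 5, and to 7 without AME d21 replicate 3 or Con d0 replicate 3. Neither count is independent evidence, since the study reported on both processes. Interferon genes went the other way in 14 of 14 (median 0.66, adjusted p = 7.63e-12, and adjusted p = 0.120 with an estimated correlation), with 3 called (8 adjusted over the list alone), among them Ifit1 (1.73, adjusted p = 0.00968) and Isg15 (1.31, adjusted p = 0.0190), and 5 without Con d0 replicates 2 or 4. Sterol uptake (-0.57, adjusted p = 1.48e-07), cell cycle (-0.53, adjusted p = 4.16e-11) and CYP2 epoxygenases (0.29, adjusted p = 0.00210) passed with the preset correlation and not with the other, with adjusted p = 0.0543, 0.168 and 0.102 with an estimated correlation. Fetal hepatocyte (-0.30, adjusted p = 0.0295), bile acid (0.18, 0.0222) and acute phase genes (0.50, 0.0235) passed with the preset correlation only (adjusted p = 0.354, 0.168 and 0.354 with an estimated correlation). The fetal call was lost without Con d21 replicate 1 (0.130), AME d21 replicates 2 (0.0782) and 3 (0.0563) or Con d0 replicate 2 (0.0586), the bile acid call without Con d0 replicate 2 (0.0586), and the acute phase call without Con d0 replicates 4 (0.0535) or 5 (0.0920). Other lists gained a call with the preset correlation in some fits that left out 1 library (adjusted p from 0.00375 to 0.0494). They were male-biased liver genes, CAR and PXR targets, gluconeogenesis genes, neutrophil markers and the genes the study named. Among single genes whose call was less firm, Cyp2c54 (2.47, adjusted p = 0.0191) lost it without Con d0 replicate 3 (0.0541) or replicate 5 (0.0593) and with limma-voom (0.0579). Lpin1 (-1.97, adjusted p = 0.0441) kept its call only without Con d21 replicate 3, AME d21 replicate 5, Con d0 replicate 2 or Con d0 replicate 4, and without each of the other libraries its adjusted p lay between 0.0538 and 0.0975. Il1b (0.28, adjusted p = 0.841) and Elovl3 (0.71, 0.614) did not pass, so their AME effects were not shown to differ between the ages. Ces1g (1.18, adjusted p = 0.190) did not pass either, but did without AME d0 replicate 1 (1.63, adjusted p = 0.0109), where Ces1g was at 6.23 CPM against at most 2.80 in the other AME d0 libraries. The count of 95 rests on several libraries: it fell to 46 without Con d21 replicate 5, 52 and 61 without AME d21 replicates 2 and 4, 51 without Con d0 replicate 3, and 56, 63, 56, 57 and 54 without AME d0 replicates 1, 2, 3, 4 and 5, and it rose to 148 without Con d0 replicate 4. DESeq2 called 315 genes, and a fit with 3' coverage as a covariate, chosen after the results were seen, called 567.

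The change from birth to weaning in Con livers gave the background of normal development. Drug, bile acid and amino acid metabolism rose while fetal, blood-forming and dividing-cell genes fell. Of 15423 genes, 10227 passed, 4762 higher and 5465 lower at d21, and 5604 of them changed by more than 1 on the log2 scale. Sult2a5 (chromosome 7, 13623967 to 13670807, plus strand) rose by 11.16 on the log2 scale, Cyp2c29 by 10.75, Tdo2 by 10.54 and Mup3 by 10.44. Hamp2, with no count in any Con d0 library, was at least 998-fold higher at d21, taking 3 counts over the group as the floor. Afp (chromosome 5, 90490714 to 90508907, plus strand) went from 21496 to 10.98 CPM (log2 fold change -10.93, SE 0.369, adjusted p = 4.41e-10), and Stfa1 (-12.49), Dlk1 (-10.11) and Igf2 (-9.04) also fell. Stfa1 has near-identical copies, as do Cyp2c29 and Mup3, and their values are uncertain to that extent. With an estimated correlation, 12 of the 18 lists that passed with the preset one also passed. Rising lists were mature hepatocyte genes (13 of 15 higher, median 4.2, adjusted p = 0.00686 with an estimated correlation), CYP2 epoxygenases (15 of 17, median 3.99, adjusted p = 0.00509 with an estimated correlation), CAR and PXR targets (17 of 19, 3.02, 0.00509), bile acid genes (16 of 17, 2.16, 0.0127), fatty acid oxidation (25 of 26, 1.63, 0.00997), urea cycle and amino acid genes (15 of 15, 2.38, 0.0343) and female-biased liver genes (8 of 12, 2.97, 0.00686). Falling lists, by the same test, were fetal hepatocyte genes (11 of 12 lower, median -3.36, 0.00997), cell cycle genes (19 of 19, -2.28, 0.0440) and markers of erythroid cells (14 of 14, -5.58, 0.0127), neutrophils (11 of 11, -8.30, 0.0123) and megakaryocytes (7 of 7, -5.46, 0.00509). Slc4a1 (-7.21), Mpo (-10.15), Gp9 (-6.24) and Mki67 (-3.35) were among their members. Each of these counts was the same adjusted over the list alone. Of the rising lists, CYP2 epoxygenases also held 1 lower gene and female-biased genes 2, adjusted over all genes. Cholesterol biosynthesis went both ways, with 7 of 20 higher and 5 lower (median 0.14, adjusted p = 0.696). Fatty acid and triglyceride synthesis had 18 of 25 higher and 2 lower (18 and 3 adjusted over the list alone; median 1.07, adjusted p = 7.52e-06, and adjusted p = 0.159 with an estimated correlation), with Scd1 at 5.48, Thrsp at 5.53 and Fasn at 0.72. Gluconeogenesis (1.99, adjusted p = 1.76e-05), LXR targets (0.46, 0.0151), interferon genes (-0.71, 0.0184), lymphocyte markers (-2.78, 5.29e-05) and circadian genes (1.122, 0.0491) also lost their calls, with adjusted p = 0.0936, 0.105, 0.552, 0.239 and 0.483 with an estimated correlation. The circadian call was lost as well without Con d0 replicates 3 (0.0508), 4 (0.0863) or 5 (0.0517).

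The same interval in AME livers asked whether development took the same course. Metabolic genes rose and fetal and blood-forming genes fell as in Con, while most sterol synthesis genes fell. Of 15586 genes, 12074 passed, 5898 higher and 6176 lower at d21, and 5624 changed by more than 1 on the log2 scale. Mup3 rose by 13.65 on that scale (SE 0.382, adjusted p = 1.42e-13), Cyp2c29 by 12.86, Cyp2c50 by 11.98 and Cyp1a2 by 10.81. Afp went from 19081 to 8.35 CPM (log2 fold change -11.16, SE 0.346, adjusted p = 3.70e-13), with Dlk1 at -10.80 and Igf2 at -8.24. With an estimated correlation 7 of 18 lists kept their call: bile acid genes (16 of 17 higher, median 2.22, adjusted p = 0.00997 with an estimated correlation), CYP2 epoxygenases (18 of 18, 5.15, 0.0136), CAR and PXR targets (18 of 19, 2.80, 0.0136), mature hepatocyte genes (14 of 15, 4.24, 0.00997), fetal hepatocyte genes (12 of 12 lower, -3.64, 0.0136), neutrophil markers (11 of 11, -8.14, 0.0182) and megakaryocyte markers (7 of 7, -5.59, 0.0136). The counts were the same adjusted over the list alone, except 19 for CAR and PXR targets. Cell cycle (19 of 19 lower, -2.74, adjusted p = 1.14e-14) and erythroid genes (14 of 14 lower, -5.47, adjusted p = 3.33e-14) passed with the preset correlation, with adjusted p = 0.125 and 0.0891 with an estimated correlation. Of the cholesterol list, 17 of 20 genes were lower and 3 higher at d21 than at d0 (median -1.37, adjusted p = 0.0211, and adjusted p = 0.694 with an estimated correlation). The fallers included Sqle (110 to 5.25 CPM, log2 fold change -4.39), Lss (-3.36) and Fdps (-2.48). The fatty acid and triglyceride list went both ways, with 13 genes higher and 9 lower at d21 in AME. Of its fallers, Fasn fell by 0.69 on the log2 scale (adjusted p = 0.000357) and Lpin1 by 2.26, where Fasn rose in Con. Fatty acid oxidation (1.68, adjusted p = 4.26e-07), urea cycle genes (2.65, 1.06e-09), female-biased genes (2.10, 0.00138) and lymphocyte markers (-2.40, 0.00184) had adjusted p = 0.315, 0.133, 0.125 and 0.125 with an estimated correlation. Acute phase genes (0.78, adjusted p = 0.0330, and adjusted p = 0.133 with an estimated correlation) lost their call without AME d0 replicate 1 (0.0511) or 2 (0.0562). Macrophage markers had a negative median (-0.49) while camera ranked the list upward (adjusted p = 0.927), so no direction was read from it.

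Across genes, the developmental changes in Con and AME were close. Over 15259 genes tested in both, the log2 fold changes had a Pearson correlation of 0.969 and a Spearman correlation of 0.941, and 9425 genes were called in the same direction in both, against 3948 for independent lists. These comparisons share no library, and genes are not independent replicates, so no p-value was attached. The AME effects at d21 and at d0 showed almost no correlation across 14139 genes (Pearson 0.000185, Spearman -0.0370). The biological coefficient of variation was 21.7% at d0 and 12.4% at d21, and such spread weakens a correlation even between related effects. These values therefore cannot tell unrelated effects from related ones hidden by the spread at d0, and no conclusion is drawn from them.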

Values the study reported

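The paper reports no differentially expressed gene between AME and Con livers at d0. At d21 it lists 123 such genes, 36 of them up and 87 down in AME, and it gives 5202 between Con d0 and Con d21. It describes lower expression of cholesterol and lipid synthesis genes, including Lpin1 and Fasn, and higher expression of genes in several metabolic processes, the epoxygenase pathway among them, with Ces1g, Il1b and Elovl3 as examples of genes in such processes. Besides RNA-seq, the paper measured genes of these processes by real-time RT-PCR, and states that Ces1g, Il1b and Elovl3 held up there. Liver weight at d21 is given as 0.456 ± 0.051 g in AME and 0.371 ± 0.048 g in Con. Body weight at d21 was higher in AME as well, and the paper describes the ratio of liver to body weight as identical. It reports no significant change in hepatic triglyceride or liver histology at that age.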

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

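The tests of explanations in this part, and the fits that left out several d0 libraries or used 3' coverage as a covariate, were chosen only after the results were seen.

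The AME effect differed between d21 and d0, by an interaction test in edgeR over all 20 libraries, for 95 genes. A more negative AME effect at d21 than at d0 was seen in Rdh11 (difference -1.786 on the log2 scale), Nsdhl (-2.353), Elovl6 (-2.339), G6pdx (-2.467), Acss2 (-2.204), Dhcr7 (-1.429), Acacb (-1.501), Fasn (-1.428), Acaca (-0.9575) and Lpin1 (-1.968). Adam11 (2.467) went the other way. The Acaca and Lpin1 differences were close to the threshold (adjusted p = 0.0316 and 0.0441). The Acaca call was lost without any 1 of 10 libraries: Con d21 replicates 3 (0.0604), 4 (0.0503) and 5 (0.0626), AME d21 replicates 2 (0.0718) and 3 (0.0619), Con d0 replicates 3 (0.0678) and 5 (0.0599), and AME d0 replicates 1 (0.0744), 4 (0.0593) and 5 (0.0677). The Lpin1 call was lost without any 1 of 16 libraries, all but Con d21 replicate 3, AME d21 replicate 5, Con d0 replicate 2 and Con d0 replicate 4, with adjusted p from 0.0538 to 0.0975. As lists, cholesterol biosynthesis differed by a median of -1.466 and fatty acid and triglyceride synthesis by -0.8744. An exact two-sided permutation of list scores within each age gave these lists p = 0.00756 and 0.0128, each 0.0755 after adjustment over the 35 lists. That permutation assumes no AME effect at either age. It therefore does not test an equal effect at both ages, and no conclusion on a difference between the ages is drawn from it.

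Single libraries far from the other 4 of their group were sought in 162 groups of values with Dixon's test, which by chance marks about 1 in 20 groups, and 14 were found. Con d0 replicate 4 stood apart in skeletal muscle markers (score 3.776, others up to 0.658), Lpin1 (133 CPM, others 230.5 to 269.6), Cyp2c29 (1.554 CPM, others up to 0.3315) and Tdo2 (1.275 CPM, others up to 0.6516). AME d0 replicate 5 had the lowest haemoglobin share (1.531%, others 2.329% to 2.56%) and high Hba-x (108.2 CPM, others up to 2.37), and Con d0 replicate 1 also had high Hba-x (131.4 CPM, others up to 3.745). In AME d0 replicate 1, Acot1 (12.27 CPM, others up to 8.633) and Ces1g (6.23 CPM, others up to 2.796) were high, and in Con d0 replicate 2 Isg15 was low (79.28 CPM, others from 131.4). At d21, Fasn was high in Con replicate 5 (731.1 CPM, others up to 457.7), Afp in Con replicate 1 (19.86 CPM, others up to 9.276), Slc22a29 in AME replicate 3 (35.09 CPM, others up to 21.74) and the CYP2 epoxygenase score in AME replicate 2 (6.549, others up to 6.298).

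No gene passed between AME and Con at d0, although several d0 libraries had strong 3' coverage. The cause of that coverage is not known: RNA degradation would give it, but the methods of the study state that RNA with an integrity number of at least 9 was used. If whatever gave the 3' coverage had hidden differences of single genes, removing it should have brought gene calls back. The 3 fits left out Con d0 replicates 3 and 4, left out AME d0 replicate 4 as well, or took 3' coverage as a covariate. Their highest count was 1, with the covariate. That gene was Gm10269 (-0.89 with SE 0.106 and adjusted p = 0.0176, against -1.63 with SE 0.442 and adjusted p = 0.544 without the covariate). The same treatment of the d21 libraries left 316, 269 and 529 genes, so the number of libraries does not account for the absence of gene calls. Gene lists, however, did gain calls at d0 with the preset correlation. In the 3 fits, 8, 9 and 2 of 35 lists gained a call, and 0, 1 and 1 lost it. Chance is not excluded for list calls with that correlation at d0, so these gains do not settle whether list effects were hidden. An effect on cholesterol genes as large as at d21 but hidden by the wider spread at d0 is argued against by the interaction test of that list (adjusted p = 0.002608 by camera with an estimated correlation). Permutation of list scores (adjusted p = 0.0755) assumes no AME effect at either age, so it cannot decide this. A smaller effect at birth may remain, since the tests of the cholesterol list at d0 did not settle it. By exact permutation, its score differed by -0.156 at d0 (p = 0.135, and 0.472 after adjustment over the lists). An AME effect that arises only after birth may remain too, and was not tested as such.

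The interferon list had a median AME effect of -0.52 at d0 and 0.22 at d21, with a median difference of 0.658. At d0 none of its 14 genes was called and at d21 2 were, and both list calls were lost with an estimated correlation (adjusted p = 0.689 and 0.353), so a change of the whole list at either age is not established. RNA degradation, or another cause of the 3' coverage, is argued against as the whole cause of the difference, since the difference without Con d0 replicates 3 and 4 was 0.8372. A change in macrophage content is argued against too, since it should shift macrophage markers alike, and the upper quartile of their differences was 0.3345, with a median of -0.01. Noise shared by the genes of the list stays open: an exact two-sided permutation of the list score over 63504 arrangements gave p = 0.00305, and 0.07551 after adjustment over the 35 lists, the adjusted value the cholesterol and fatty acid lists have too, and camera with an estimated correlation gave an adjusted p of 0.120 (against 0.00261 and 0.01 for those lists). An effect of the maternal environment on interferon genes may thus be offered only as a hypothesis.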

How the results depend on the processing

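Fits that left out several d0 libraries together, or took 3' coverage as a covariate, were chosen only after the results were seen, and the others were planned.

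For AME versus Con at d21, size factors (650), no filter (671), limma-voom (647) and scaling without haemoglobin and mitochondrial genes (653) left the count near 645. DESeq2 called 1075 genes, 642 of them shared, and the cause was not tested. A fit of all 20 libraries called 356, of which 326 were shared, and 31.5% of its calls were higher in AME against 44.0% of the 645; the wider spread at d0 enters that fit. Leaving out 1 library gave 344 to 645, with 411, 344 and 386 without Con d21 replicate 3, Con d21 replicate 5 and AME d21 replicate 2, and the cause was not tested. Genes changed by more than 1 on the log2 scale numbered 79 to 118 in those fits and 101 to 127 in the others, around 114. Of 790 values of named genes with 1 library left out, 652 kept direction and side of the threshold, 131 lost the call and 7 gained it.

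At d0, the count stayed at 0 under every alternative except 3' coverage as a covariate, which gave 1 (edgeR counted 996 genes at an unadjusted p below 0.05, DESeq2 1319 and limma-voom 953). That count of 996 moved to 2065, 2506 and 471 without Con d0 replicates 1, 2 and 3, and to 606, 472, 525 and 565 without AME d0 replicates 1, 2, 3 and 5. It was 1519 with no filter, 1909 with the covariate, 2217 with the replicate block, 2715 with all 20 libraries in 1 fit and 604 without Con d0 replicates 3 and 4, and the cause was not tested. With Con d0 replicates 2, 3 and 5 and AME d0 replicate 5 left out, which removes the libraries with the most pancreas RNA, camera's direction for exocrine pancreas markers reversed (adjusted p = 0.820), although their median stayed below 0 at -0.31561.

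For the difference between the ages, 95 genes became 315 with DESeq2 (94 shared) and 567 with 3' coverage as a covariate (95 shared), and the cause was not tested. Leaving out 1 library gave 46 to 148: 46 without Con d21 replicate 5, 52 and 61 without AME d21 replicates 2 and 4, 51 and 148 without Con d0 replicates 3 and 4, and 56, 63, 56, 57 and 54 without AME d0 replicates 1 to 5. The remaining alternatives gave 76 to 132. For the ages, counts of 10227 in Con and 12074 in AME ranged over the alternatives from 9595 to 11695 and from 11521 to 13738. Without the filter the median of all genes moved to -0.19 and -0.14 in these comparisons, from -0.06 and -0.02.

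With the replicate block, 400 genes were called at d21 (368 shared, 35.5% higher in AME), 0 at d0 and 94 for the difference between ages (74 shared). At d0 the block lowered the common dispersion from 0.0472 to 0.0303, but leaving out Con d0 replicate 4 alone lowered it to 0.0216. The AME and Con libraries of numbers 1 to 5 had correlations of 0.170, 0.132, 0.00675, 0.503 and 0.330, so 4 of 5 exceeded 0.1 and only numbers 1 and 4 matched best. At d21 these ran from -0.137 to 0.0513, and between the ages from -0.0916 to 0.0944. The numbers were therefore not taken to pair the libraries, though a link at d0 is not excluded.

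With an estimated correlation, 8 of 12 list calls were lost at d21, 8 of 8 at d0, 6 of 18 in Con, 11 of 18 in AME and 7 of 9 for the difference between ages. Fry, which does not compare a list with other genes, lost 6, 8, 0, 0 and 2 of them and gained 1, 0, 11, 11 and 1. At the depth and spread of all d0 libraries, changes of 0.5 on the log2 scale were mostly not detectable at d0. That spread depended on single libraries. The common dispersion at d0 fell from 0.0472 to 0.0216 without Con d0 replicate 4, and to 0.0157 without Con d0 replicates 3 and 4.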

Other observations

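The counts over other splits of the libraries and the tests of explanations in this part were chosen only after the results were seen.

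Each comparison was repeated on 100 splits of its libraries into groups of the same sizes, the real split included, out of 126 possible (31752 for the difference between ages). Other splits mix the real groups, so a real difference widens their spread and lowers their counts. They do not show how many calls chance would give. At d21, only the real split reached its count of genes (645, highest other 2) and of genes changed by more than 1 (114, highest other 1). The same held for lists called with an estimated correlation (4, highest other 1). Chance is not excluded for lists called with the preset correlation (19 splits as large, 12 lists, highest other 17). At d0 it is not excluded for lists called with the preset correlation (36 splits; 8, highest other 17). For genes (highest other 1), larger changes (highest other 1) and lists with an estimated correlation (highest other 3) at d0 the real count was 0, so all 100 splits were bound to be as large and say nothing about chance. From d0 to d21 in Con only the real split reached its count of genes (10227, highest other 0) and of larger changes (5604, highest other 0). Lists with an estimated correlation gave the same picture (12, highest other 1). For lists with the preset one, 21 splits were as large (18, highest other 23), so chance is not excluded. In AME the same held, with 1 split for genes (12074, highest other 0), 1 for larger changes (5624, highest other 0), 1 for lists with an estimated correlation (7, highest other 1) and 9 for lists with the preset one (18, highest other 20). For the difference between ages only the real split reached its count of genes (95, highest other 2). Chance is not excluded for lists with the preset correlation (23 splits as large, 9 lists, highest other 13). Nor is it for lists with an estimated one (5 splits, 2 lists, highest other 4).

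The AME effect at d21 ran weakly along the change from d0 to d21, with a correlation of 0.1414 across 12344 genes (covariance 0.0529). Both share the Con d21 libraries, but with separate Con d21 libraries for each the correlation was 0.1533 (covariance 0.0621). Noise in the Con d21 libraries enters both with opposite signs, so sharing them can only pull the correlation down. Shared controls could thus not give a positive correlation. The comparison with separate libraries could not have shown otherwise, and no conclusion is drawn from it. Unchanged groups simulated against shared controls gave 0.0210 on average, from -0.01 to 0.0439 (covariance 0.00282). Those groups were drawn around the observed Con d21 means, each gene on its own. The simulation therefore cannot show what sharing controls does, and no conclusion is drawn from it. Further liver maturation in AME may be a candidate explanation, but stays open: in an exact two-sided permutation of the d21 labels over 252 arrangements, p was 0.2817, with correlations from -0.330 to 0.315.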
